A study of Mus musculus with 29 samples.

How the data were processed

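The libraries were made from polyA RNA, isolated with Qiagen kits and prepared with Illumina protocols, per the labels. The authors deposited a table of estimated counts per gene for the 21 culture libraries and another for the 8 cortex libraries. The values are not normalized and not all whole: 28.1% of the culture values and 39.5% of the cortex values have a fraction. The program that produced the estimated counts, its version and the genome build are not stated in the labels or the file headers. The authors also deposited tables of their own comparisons, with log2 fold changes and adjusted p-values, per the file headers; the names of these tables give DESeq as the tool, and its version, model and filters are not stated. For the Ehmt1 comparison only lower genes are listed in the table used here.

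The labels gave every library its group and replicate number. The labels of the uninfected libraries also carry an infection day; these libraries were taken as not infected, as their group name says. All columns of the count tables matched a library. The series design also names Gtf2i, which was not analysed here. The tables share 53392 gene identifiers, of which 52175 are in GENCODE release M21 (GRCm38) with the same version and 53355 without regard to version; gene symbols and coordinates were taken from that release, which may differ from the annotation the authors used.

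Counts were rounded to whole numbers. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with TMM normalization and Benjamini-Hochberg adjustment over all genes tested; genes were called at an adjusted p under 0.05. Genes were kept with filterByExpr (a minimum count of 10 and a total of 15), set once over each table, which left 18193 genes in the cultures and 23519 in the cortex. Each knockdown was fitted with the luciferase libraries only, 3 against 3, luciferase against no infection likewise, and Fmr1 knockout against wild type 4 against 4. The mean of the 5 knockdowns came from a fit of the 18 infected libraries and the F-test among knockdowns from the 15 knockdown libraries. CPM values are TMM-scaled within each table. Fold changes of single genes are fitted values with a prior count of 0.125.

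Shared-control values were simulated with negative binomial counts from the mean of the luciferase libraries and the fitted dispersions, in 20 runs with no effects and 20 runs in which the called fold changes of each knockdown were moved to random genes of similar expression. Gene lists (synaptic, activity-regulated, interferon-stimulated, astrocyte, oligodendrocyte lineage, microglia) were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation, adjusted over 42 tests. The lists, the tests, the naming rule and all alternatives except those named below as added were set before the data were examined.

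Genes were named by rule: the targeted genes in every knockdown; in each 2-group comparison the 2 largest rises and 2 largest falls among called genes with a mean log2 CPM of at least 3 and groups that do not overlap; and for the shared signature the 5 lowest and 5 highest mean changes among genes called in all 5 knockdowns at that expression. Other genes are named only where a count of 5 or fewer, or a feature singled out after its values were seen, called for it.

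The alternatives were DESeq2 1.42.0, its size factors in edgeR, no expression filter beyond 1 count, the replicate number as a block, 1 fit of all 21 culture libraries, the uninfected libraries as control, fry, and leaving out each library. Added after seeing the data were 2 terms for the cortex libraries, the removal of ribosomal RNA features, and the uninfected control for genes shared by at least 3 knockdowns. Same-numbered libraries of the Crebbp and luciferase groups deviated together, with correlations of their deviations from the group means between 0.18 and 0.268. The numbers therefore pair the samples there. In the other comparisons at least 1 pair lay below 0.1. Over all culture groups, however, 63 same-numbered pairs had a mean of 0.104, against -0.0518 for 126 other pairs. Weaker pairing thus stays open in the other culture comparisons. The main tests left the replicate number out everywhere, Crebbp included.

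On simulated counts with 200 changed genes, edgeR recovered 194 in the 3 against 3 design with 19 false calls among 18193 genes, and 166 in the 4 against 4 design with 8 false calls among 23519 genes. DESeq2 recovered 196 and 186, with 34 and 51 false calls. Duplicate libraries were looked for by a chi-square test of the counts of each pair of replicates; per degree of freedom it was at least 5.68. Depth limits the precision of low genes, and counts do not measure variation between cultures or animals beyond the replicates. Figures were drawn with matplotlib.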

Results

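RNA sequencing measured gene expression in 29 mouse libraries. Of these, 21 came from primary cortical neurons taken from E16.5 embryos, grown in culture and collected at 10 days in vitro. The cultured neurons form 7 groups of 3 libraries. In 5 groups the cells had been infected at 5 days in vitro with a short hairpin RNA (shRNA, a small RNA that lowers the transcript it matches) against Ash1l, Chd8, Crebbp, Ehmt1 or Nsd1, which encode chromatin regulators. A further group received an shRNA against luciferase, a gene that mouse cells do not have, and the last group was not infected. The other 8 libraries came from cortical tissue of mice aged 5 to 7 weeks, 4 wild type and 4 carrying a knockout of Fmr1. The total estimated count per library ranged from 18.8 to 45.8 M in the cultures (M for 1e6 counts; median 26.9 M) and from 18.4 to 134 M in the cortex (median 75.6 M). The shallowest cortex library was knockout replicate 3, in which 16.7% of the counts fell on features that overlap ribosomal RNA. In the other knockout libraries this share was 0.832% to 2.98%, and in the wild-type libraries it was 0.0466% to 0.154%. Every pair of replicates differed by more than sampling noise, so each library was counted as a separate sample.

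The targeted gene was lower in all 3 libraries of its knockdown than in any of the 3 luciferase libraries. Ash1l (ENSMUSG00000028053.13, chromosome 3, 88950622 to 89079375 on GRCm38) fell from 106 ± 23.7 CPM (TMM-scaled counts per 1e6 counts; SD, n = 3) to 52.9 ± 4.86, which is 49.8% of the control. Its log2 fold change was -1.01 with a standard error of 0.16 (adjusted p 0.0204, edgeR quasi-likelihood test). Chd8 (ENSMUSG00000053754.14, chromosome 14, 52198151 to 52257780) fell from 98.9 ± 11.9 to 38.8 ± 1.47 CPM, a log2 change of -1.35 (adjusted p 0.000394 in edgeR). Crebbp (ENSMUSG00000022521.10, chromosome 16, 4081328 to 4213997) changed least, from 49.3 ± 11.3 to 32.5 ± 3.76 CPM, and kept 65.8% of the control level (log2 change -0.61, adjusted p 0.041 in edgeR). Ehmt1 (ENSMUSG00000036893.17, chromosome 2, 24789928 to 24919614) fell from 63.2 ± 0.705 to 30.7 ± 1.74 CPM, a log2 change of -1.04 (adjusted p 0.000406 in edgeR). Nsd1 (ENSMUSG00000021488.8, chromosome 13, 55209782 to 55318325) fell from 164 ± 33.5 to 63.9 ± 5.71 CPM, a log2 change of -1.37 (adjusted p 0.00149 in edgeR). None of the other 4 targeted genes passed the threshold in any knockdown. The calls for Ash1l and Crebbp were each lost in 4 of the 6 fits that left out 1 library. Over the 6 fits the log2 change stayed between -1.16 and -0.84 for Ash1l and between -0.74 and -0.43 for Crebbp. Such fits also leave fewer libraries, so the losses do not single out any of them.

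**Figure D1:**
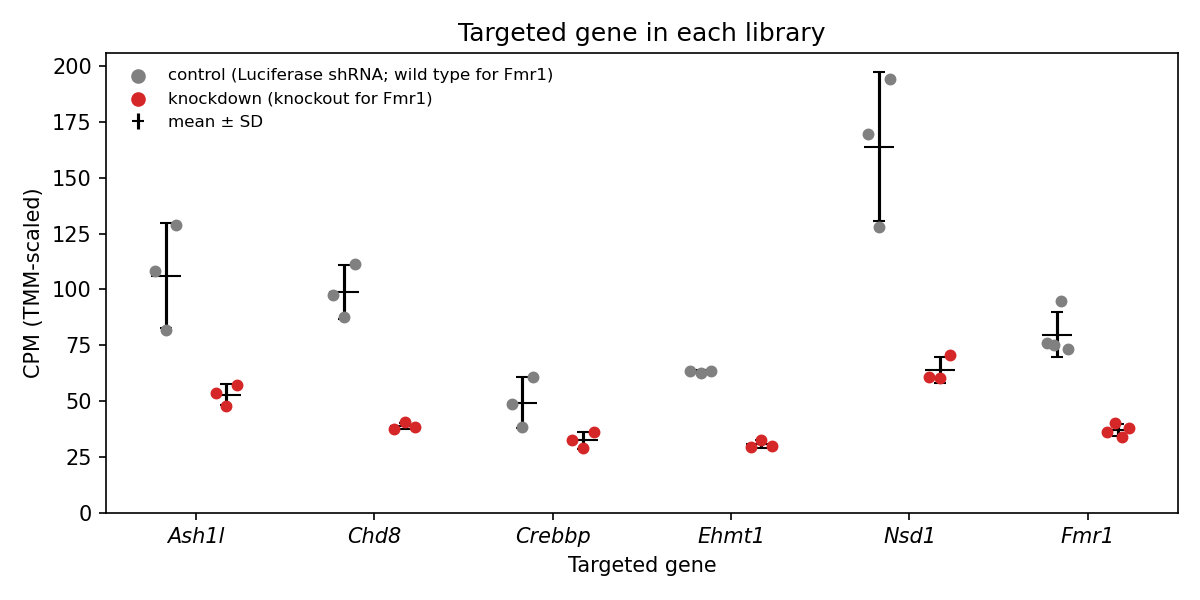
Points are single libraries, in TMM-scaled CPM on a linear axis from 0, for the 5 knockdowns (red) beside luciferase (grey) and for the Fmr1 knockout (red) beside wild type (grey); black marks give the mean and SD. No knockdown or knockout library reaches the lowest control library of its gene, and the gap is narrowest for Crebbp, 36.3 against 38.4 CPM.

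Each knockdown was compared with luciferase to find the genes that differed. All libraries of a knockdown carried the same hairpin, per the labels. Effects of a hairpin on other transcripts therefore cannot be told apart from the loss of its target. Of 18193 genes tested, 523 had an adjusted p under 0.05 after Ash1l knockdown (190 higher, 333 lower), 1318 after Chd8 knockdown (562 higher, 756 lower), 3253 after Crebbp knockdown (1153 higher, 2100 lower), 2896 after Ehmt1 knockdown (1335 higher, 1561 lower) and 2940 after Nsd1 knockdown (1304 higher, 1636 lower). Lower genes outnumbered higher ones in all 5, from 53.9% of calls for Ehmt1 to 64.6% for Crebbp. For Nsd1 this turned over with no expression filter (1766 higher, 1639 lower) and without Nsd1 replicate 2 (571 higher, 543 lower). The changes were mostly moderate: the median absolute log2 change of called genes lay between 0.47 and 0.53. Among the alternatives run, the highest counts came from a single fit of all 21 culture libraries, which called 1853, 3420, 6035, 5021 and 4570 genes in the same order. Leaving out 1 library, which also leaves 2 against 3, moved each count. The lowest were 0 genes without Ash1l replicate 1, 298 without Chd8 replicate 1, 1385 for Crebbp without luciferase replicate 1, 1089 without Ehmt1 replicate 2 and 1114 without Nsd1 replicate 2. For Crebbp, libraries with the same replicate number deviated together. A fit with the replicate number as a block called 5920 genes there (2715 higher, 3205 lower). Lower genes made up a smaller share of these than of the 3253.

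**Figure D2:**
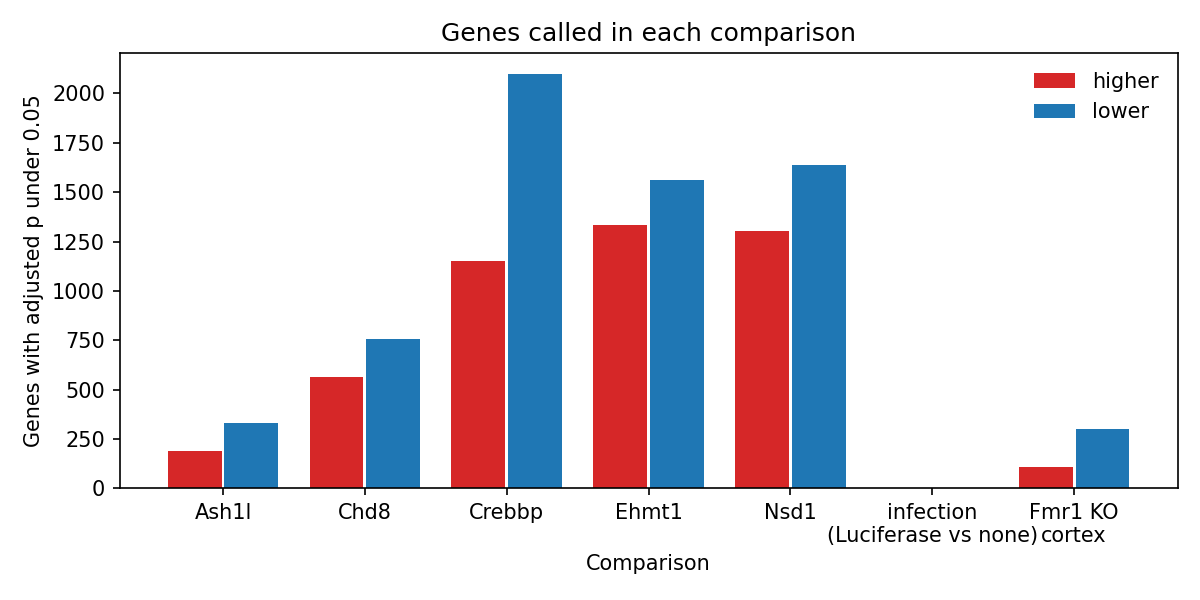
Bars give the number of genes with an adjusted p under 0.05 in each comparison, higher (red) and lower (blue) than the control, on a linear axis from 0. The infection comparison has no called gene, and lower genes outnumber higher genes in each of the other 6 comparisons.

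After Ash1l knockdown the largest falls among well-expressed, non-overlapping genes were those of Fstl1, from 74.9 ± 7.57 to 28.7 ± 3.59 CPM (log2 change -1.39), and of the activity-regulated gene Fos, from 33.8 ± 7.94 to 13.4 ± 1.24 CPM (log2 change -1.33). The largest rises were in the linker and core histone genes Hist1h1c (1.21) and Hist1h2bc (1.30), which belong to a family of similar genes. Without Ash1l replicate 1 all 4 of these calls were lost, with adjusted p values up to 0.0651 in the edgeR fits without 1 library. After Chd8 knockdown Egr1 fell from 92 ± 12.8 to 20.3 ± 2.19 CPM (log2 change -2.18) and Fos to 11.6 ± 1.24 CPM (log2 change -1.55), while Gfap rose from 61.5 ± 17.8 to 150.2 ± 34.6 CPM (1.29) and Slc7a11 from 47.6 ± 7.6 to 113 ± 14.8 CPM (1.26). The Gfap call was lost in 1 of the 6 fits that left out 1 library. After Crebbp knockdown Sdc2 fell from 45.6 ± 4.21 to 9.81 ± 1.3 CPM (log2 change -2.22), Pdgfra rose from 1.01 ± 0.56 to 26.4 ± 5.73 CPM (4.64) and Mki67 rose from 3.49 ± 1.12 to 14.1 ± 0.529 CPM (2.02). The rule also returned CT010467.1, a ribosomal RNA feature at 5120 ± 5591 CPM in luciferase. Its log2 change of -2.48 became -1.06 without luciferase replicate 1, and its call was lost in 3 of the 6 fits that left out 1 library.

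After Ehmt1 knockdown Vgf fell from 145 ± 13.7 to 40.2 ± 2.65 CPM (log2 change -1.85) and Cyb5r1 from 91.5 ± 7.05 to 29.1 ± 5.53 CPM (log2 change -1.65). Mki67 rose to 12.8 ± 1.32 CPM (1.90) and Top2a from 7.04 ± 0.746 to 19.9 ± 4.76 CPM (1.51). After Nsd1 knockdown Adamts17 fell from 32 ± 3.98 to 11.2 ± 1.23 CPM (log2 change -1.53), Top2a rose to 31.4 ± 8.23 CPM (2.14) and Mki67 to 12.1 ± 3.2 CPM (1.79). The pseudogene Gm10925 also fell, but its luciferase libraries spread over 306 ± 321 CPM and its call was lost in 3 of the 6 fits that left out 1 library. The largest adjusted p among these named genes of the 5 knockdowns was 0.043 in edgeR, for CT010467.1.

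The series title names a transcriptional signature shared by the knockdowns, and 3 comparisons addressed it. In a fit of the 18 infected libraries, the mean of the 5 knockdowns differed from luciferase for 2279 genes (826 higher, 1453 lower), and for 1235 without luciferase replicate 2. Only 1206 of the 2279 (52.9%) had the same sign in all 5 separate comparisons, a count that the choice of genes by the mean and the shared luciferase libraries both raise and that has no simulated counterpart. In addition, 12496 genes differed among the 5 knockdowns in a test that used no luciferase library, and 2078 of the 2279 genes were among them. The calls were also overlapped. In all 5 knockdowns, 6 of the 18193 genes were lower and 9 were higher. Without Ash1l replicate 1 both counts were 0. At least 3 knockdowns shared 351 lower and 173 higher genes, and 76 and 38 without luciferase replicate 1. In 1 fit of all 21 culture libraries they shared 1016 and 693.

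All 5 comparisons share the same 3 luciferase libraries, so simulated groups gave the values that arise without a shared effect. With knockdown effects of the observed size placed on genes independently, 20 simulations gave 0.2 genes lower and 0.3 higher in all 5 on average (at most 1 and 2), and 54.1 ± 5.86 lower and 16.9 ± 3.62 higher in at least 3. With no effects at all, every one of these counts was 0. Of the calls shared by a pair of knockdowns, summed over the 10 pairs, 73.3% had the same direction, against 59.2% ± 0.94 in the simulations with independent effects. The share differed between pairs, from 53.1% of the 399 calls shared by Chd8 and Ehmt1, below the simulated sums, to 80% of the 230 shared by Ash1l and Nsd1. The summed overlaps lay above the simulated values. The simulated groups had fewer calls, 1687 per knockdown on average, than 3 of the 5 knockdowns. Genes not called were given no effect. The simulation also gave all libraries the same dispersion, whereas luciferase replicates spread more widely. Their chi-square per degree of freedom was 24.7 to 29.7, against 5.68 to 21.7 in the knockdown groups. Each of these may lower the simulated overlap, so the size of the excess is uncertain.

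The genes lower in all 5 by the naming rule were Ret (mean log2 change -0.74), AI464131 (-0.67), Creb3l1 (-0.66), Manba (-0.57) and Isoc1 (-0.51), and the genes higher in all 5 were Snap29 (0.69), Prickle1 (0.64), Zfp933 (0.60), Baz2b (0.56) and Fam214b (0.56). The uninfected libraries give a second control. Against them, 5 genes were lower and 3 higher in all 5 knockdowns. Of the 6 genes lower against luciferase, 2 were called against both controls, Isoc1 and AI464131, and all 6 had the same sign in every knockdown. All 6 were higher in luciferase than in uninfected cells. None of the 9 genes higher against luciferase was called in all 5 against the uninfected libraries, and 7 of the 9 had the same sign in every knockdown. Of the genes shared by at least 3 knockdowns, 254 of the 351 lower genes (72.4%) were called in at least 3 against both controls. Of the 173 higher genes, 58.4% were. In luciferase, 290 of the 351 lower genes were higher than in uninfected cells, and 139 of the 173 higher genes were lower. All 9 genes higher in all 5 knockdowns were lower in luciferase than in uninfected cells: Snap29, for example, stood at 41 ± 1.85 CPM in luciferase and 57.7 ± 3.4 CPM in uninfected neurons.

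Across genes, the log2 fold changes of 2 knockdowns correlated with a median Pearson r of 0.435 over the 10 pairs, from 0.349 (Chd8 and Crebbp) to 0.513 (Crebbp and Ehmt1); genes are not independent replicates, so no p-value is given. Simulated unchanged groups against shared controls gave a median r of 0.524 ± 0.0191, and simulated independent effects gave 0.333 ± 0.0137. With luciferase as the control of 1 knockdown and the uninfected libraries as the control of the other, the median r was 0.0882, from 0.00159 to 0.217. Most of the correlation against luciferase was therefore of the size that the shared control alone produces.

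**Figure D3:**
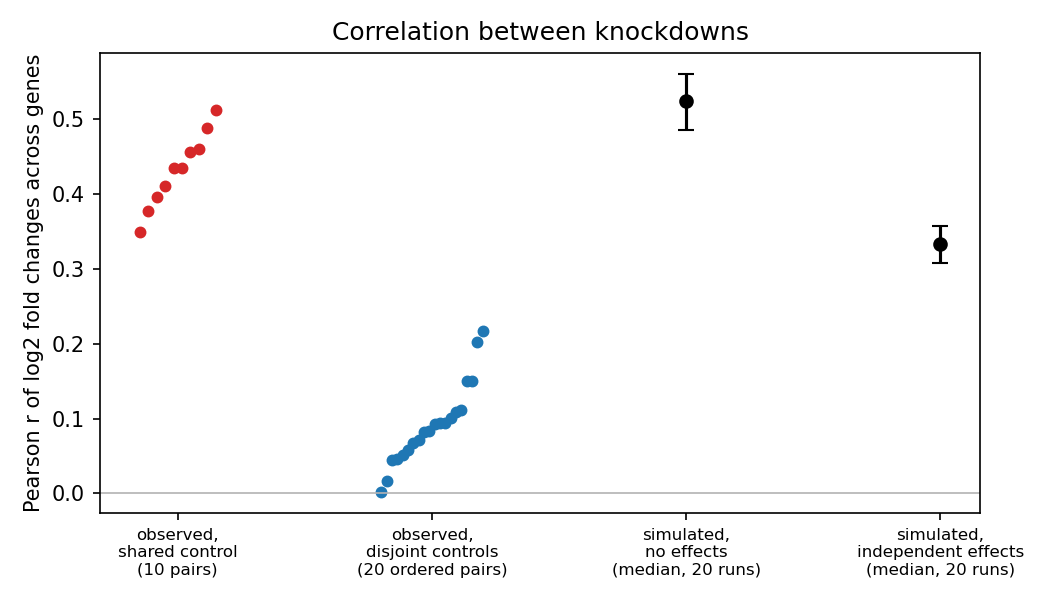
Each point is the Pearson r across genes of the log2 fold changes of 2 knockdowns, with luciferase as the control of both (red, 10 pairs) or with different controls (blue, 20 ordered pairs); black points give the mean over 20 simulations of the median r, with bars from the lowest to the highest. The observed values with a shared control lie near the simulated ones, from 0.349 to 0.513, and those with different controls lie from 0.00159 to 0.217.

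The luciferase and uninfected libraries were compared to measure the effect of the control virus. No gene passed the threshold, and 837 of 18193 had an unadjusted p under 0.05. DESeq2 called 24 genes in the same libraries, and 25 genes are past that threshold in the authors' deposited table.

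Gene lists fixed before the data were examined were tested in each of the 7 comparisons with camera, which presets the correlation between genes at 0.01. Of 42 tests, 18 passed after adjustment. Only 4 of those passed under fry: activity-regulated genes after Chd8 knockdown, the oligodendrocyte-lineage list after Crebbp and after Ehmt1 knockdown, and the interferon-stimulated list after Nsd1 knockdown. With an estimated correlation 0 of 42 passed, and 4 had an unadjusted p under 0.05. Under camera, 8 of 30 random regroupings of the libraries, the real one included, gave as many lists past the threshold. The regroupings mixed libraries of different knockdowns and still carried differences between them, so 8 of 30 is not a chance level. Activity-regulated genes had a median log2 change of -1.01 after Chd8 knockdown, where 12 of the 18 were called lower over all genes and 12 when adjusted over the list alone. Their median was -0.46 after Ash1l knockdown, -0.59 after Ehmt1 knockdown, -0.14 in luciferase against uninfected cells (camera adjusted p 0.00155), -0.42 in the Fmr1 knockout (camera adjusted p 0.0302) and 0.42 after Nsd1 knockdown, where 8 of the 18 were called higher over all genes and 12 when adjusted over the list alone. The oligodendrocyte-lineage list rose by a median of 1.02 after Crebbp knockdown (8 of 12 genes called higher, 1 lower) and of 0.49 after Ehmt1 knockdown (3 of 12). The astrocyte list rose after Chd8 knockdown (median 0.52) and fell after Nsd1 (median -0.44), Ehmt1 (-0.22) and Ash1l knockdown (-0.21). It also passed in luciferase against uninfected cells (median 0.08, camera adjusted p 0.029), where no gene was called. The synaptic list had a median of -0.22 after Crebbp knockdown, where 34 of its 42 genes were lower. It also passed after Chd8 knockdown (camera adjusted p 0.034), with a median of -0.0002. The interferon-stimulated list rose after Nsd1 knockdown (median 0.26), in luciferase against uninfected cells (0.25) and in the Fmr1 knockout (0.22), with no gene called in the last 2. The microglia list passed in no comparison, with 3 of its 15 genes tested in the cultures.

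In the cortex, Fmr1 (ENSMUSG00000000838.17, chromosome X, 68678541 to 68717963) fell from 79.7 ± 10.1 CPM (SD, n = 4) in wild type to 37.1 ± 2.7 CPM in the knockout, a log2 change of -1.10 (adjusted p 0.00218, edgeR quasi-likelihood test). The knockout tissue thus kept 46.5% of the wild-type transcript level. Of 23519 genes tested, 406 had an adjusted p under 0.05, 106 higher and 300 lower. The balance of directions was not stable: with the main axis of variation within the groups as a term, added after seeing the data, 1062 genes were higher and 931 lower, and without knockout replicate 3 more genes were higher (186) than lower. The count moved strongly with the method: DESeq2 called 2200 genes (1032 higher, 1168 lower), a fit with the replicate number as a block called 25, and leaving out wild-type replicate 1 left 61. The 8 libraries fell into 2 sets that cut across genotype, wild type 1 and 2 with knockout 1 and 3, and wild type 3 and 4 with knockout 2 and 4. Splitting the libraries by set called 1047 genes, more than splitting them by genotype. With the set as a term, a choice made after seeing the data, 2754 genes differed between genotypes, and all 406 were among them. Within the sets, 2 knockout against 2 wild-type libraries gave 1600 and 2488 called genes, and the log2 fold changes of the sets correlated over all tested genes with r 0.389.

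**Figure D4:**
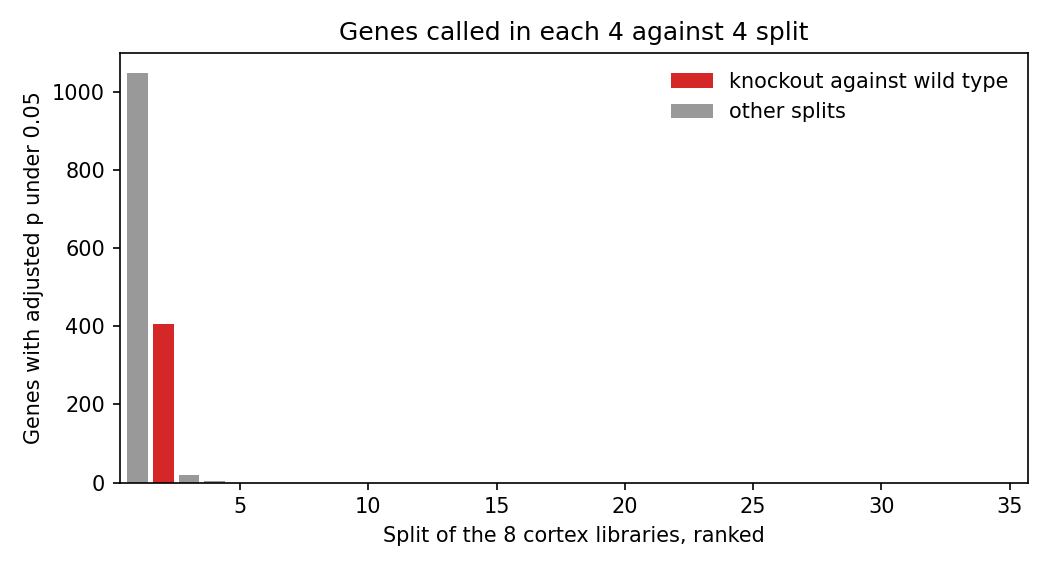
Bars give the genes with an adjusted p under 0.05 for each of the 35 ways to split the 8 cortex libraries into 4 and 4, ranked, on a linear axis from 0. The genotype split (red) calls 406 genes and ranks behind a split that follows the 2 sets of libraries, with 1047.

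Smoc2 fell from 13.5 ± 2.33 to 4.72 ± 0.467 CPM in the knockout (log2 change -1.51) and Htr1b from 14.5 ± 6.88 to 4.92 ± 0.7 CPM (log2 change -1.57), although the Htr1b call was lost in 6 of the 8 fits that left out 1 library. Gm21541 (chromosome 4, 41903610 to 41904743) had no count in any wild-type library and 22.4 ± 9.49 CPM in the knockout, at least 356-fold higher when 3 counts are taken as the floor. The processed pseudogene Gm12895 had 1 ± 0.977 CPM in wild type and from 12.2 to 579 CPM in the knockout libraries, the highest being replicate 3, and its call was lost in 6 of the 8 fits that left out 1 library.

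The genes shared by at least 3 knockdowns were tested in the Fmr1 comparison, which has other controls. The 349 shared lower genes that could be tested had a median log2 change of -0.10 in the knockout, and 237 of them were lower (camera p 4.35e-05, fry p 0.00435, p 0.0739 with an estimated correlation). Their median was below all of 10000 random lists matched on expression. However, 6 of the 35 splits of the cortex libraries gave a camera p as small, so the shift was not separated from the variation between libraries. The 172 shared higher genes had a median of -0.01 (camera p 0.493). Over 17768 genes, the mean knockdown effect and the Fmr1 effect correlated with r 0.074 and rho 0.169.

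The authors' deposited tables of fold changes, where they list the genes called here, gave the same directions with few exceptions. Of the genes with an adjusted p under 0.05 in both, all 298 for Ash1l, 715 for Chd8, 1906 for Crebbp and 360 for Fmr1 had the same direction, as did 894 of 895 for Ehmt1 and 1696 of 1697 for Nsd1. The authors' deposited table for Ehmt1 holds 991 genes, all lower.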

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

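The test on library preparation was chosen only after the result was seen, as was the test of wild-type replicate 3 over all genes, and the test on Gm12895 was read as undecided only after its value was seen. Outlier tests were run on 19 groups of 4 cortex libraries and 4 stood apart, where chance gives about 1 in 20; 3 of the 4 are the same library, knockout replicate 3.

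In knockout replicate 3, 16.7% of the counts fell on ribosomal RNA features, against 2.98% in the nearest knockout library, and its 10 most abundant genes took 20.8% of the counts. Without those features the share of its 10 most abundant genes was 7.1%, inside the range of the other knockout libraries. The ribosomal RNA features therefore made up the excess. Their removal would lower the share whatever put the reads there, so the drop does not test carry-over. The same library had 579 CPM of Gm12895, against 43 CPM in the next. Carry-over was predicted to give both measures the same 2 highest libraries, and 1 of the 2 matched, so the prediction was not met. It is nevertheless the highest library in both, and a test on the order of 8 libraries is too small to exclude carry-over. Carry-over and another source of Gm12895 reads cannot be told apart. Removing the ribosomal RNA features left 305 called genes in the Fmr1 comparison, where 406 were called with them, so these features are not the whole source of the calls. No biological explanation was tested for this library.

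The ribosomal RNA share was higher in each of the 4 knockout libraries than in each of the 4 wild-type libraries, with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 can give. A difference in library preparation between genotypes is a candidate explanation. It cannot be told apart from genotype, since the labels give no batch and the share follows genotype in all 8 libraries.

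Wild-type replicate 3 had 94.8 CPM of Fmr1, apart from the other 3 wild-type libraries, of which the nearest had 75.9 CPM. If scaling were the reason, the library was predicted to stand apart no longer with total-count scaling. Its gap to the nearest library was then 0.802 of the range, just inside the limit of the test, but its level hardly moved (95 CPM). The prediction was met by a narrow margin while the value itself stayed. A scaling error would lift all genes of the library alike. Over 23046 genes the median log2 ratio of this library to the other wild-type libraries was -0.0249 with total-count scaling, against 0.33 for Fmr1, which argues against scaling. Of these genes, 10.3% had a ratio as high as that of Fmr1. Genetic or age differences between mice were not tested.

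The activity-regulated list moved up after Nsd1 knockdown and down after 3 others, and tests of the difference itself, in the 15 knockdown libraries with no control, gave adjusted camera p values of 8.56e-12 against Ash1l, 1.5e-18 against Chd8 and 1.08e-07 against Ehmt1. The astrocyte list moved up after Chd8 knockdown and down after 3 others, with adjusted camera p values of 3.02e-19 against Ash1l, 2.01e-10 against Ehmt1 and 9.2e-26 against Nsd1. All 6 differences also passed under fry; under an estimated correlation, 2 of the 3 unadjusted p values for activity-regulated genes were above 0.05 (0.0588 and 0.132). A single library is not the source. The largest camera p in any fit without 1 library was 4.17e-07 for activity-regulated genes and 9.81e-10 for astrocyte genes. The largest fry p in those fits was 0.00226 for activity-regulated genes and 2.35e-05 for astrocyte genes. Handling of the cultures at harvest, which the labels do not record, and the cell composition of the cultures may both contribute and were not separated from the knockdowns. As many lists passed the threshold in 8 of 30 regroupings. Those regroupings mixed libraries of different knockdowns, so they cannot say what count chance alone gives. The count of lists is thus not shown to exceed chance, and these differences are hypotheses.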

How the results depend on the processing

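The direction of each targeted gene and the side of the threshold on which it lay held under DESeq2, its size factors, no expression filter, the replicate block, and, for the culture genes, the fit of all 21 culture libraries. For Fmr1 they also held with either added term. Counts of called genes moved more. With DESeq2, 1053 genes were called after Ash1l knockdown (523 in edgeR), 24 after infection (0), 2200 in the Fmr1 knockout (406), and 11 genes were lower in all 5 knockdowns (6). With no filter beyond 1 count, 1105 genes were called for Ash1l, 2144 for Chd8 (1318) and 31 for infection; 27 genes were lower and 16 higher in all 5 knockdowns (9), and the median correlation between knockdowns was 0.571 (0.435). With all 21 culture libraries in 1 fit, 1853 genes were called for Ash1l, 3420 for Chd8, 6035 for Crebbp (3253), 5021 for Ehmt1 (2896), 4570 for Nsd1 (2940) and 28 for infection, and 28 genes were lower and 32 higher in all 5. In at least 3 knockdowns that fit gave 1016 lower (351) and 693 higher genes (173). DESeq2 gave 513 lower and 266 higher there, and no filter gave 497 and 344. The cause was not tested for these changes.

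The replicate block, the term that takes up paired numbers, gave 5920 genes for Crebbp, where the numbers pair the samples, and 3546 genes (2279) for the mean of the 5 knockdowns. In the Fmr1 knockout it gave 25 genes. There the same-numbered libraries share only a number, with correlations of deviations from -0.233 to 0.242, so the smaller count is not read as a weaker effect. The block changed no other call of a count beyond 1.5 times.

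With the uninfected libraries as the control, 3 genes were higher in all 5 knockdowns (9 against luciferase), while 632 genes were lower and 354 higher in at least 3 (351 and 173). With disjoint controls the median correlation was 0.0882. By construction that setting removes the control libraries that the pairs share. Under fry, 4 gene lists passed (18 under camera). The median of the shared higher genes in the Fmr1 knockout, -0.01, changed sign to 0.0068 with DESeq2's size factors and to 0.0212 with no filter, with camera p values of 0.474 and 0.313.

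Added after seeing the data, the main axis of variation within the groups of cortex libraries as a term gave 1993 called genes, and the 2 sets of libraries as a term gave 2754. Both terms lower the residual spread and leave the group means nearly as they were. Removing ribosomal RNA features gave 305.

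Leaving out each library in turn gave from 0 to 693 called genes for Ash1l (0 without Ash1l replicate 1), from 298 to 1563 for Chd8 (298 without Chd8 replicate 1), from 1385 to 2865 for Crebbp (1385 without luciferase replicate 1), from 1089 to 3158 for Ehmt1 (1089 without Ehmt1 replicate 2), from 1114 to 3637 for Nsd1 (1114 without Nsd1 replicate 2), from 0 to 1 for infection, and from 61 to 388 for the Fmr1 knockout (61 without wild-type replicate 1). It gave from 1235 to 2398 for the mean of the 5 knockdowns, from 11788 to 12500 among the knockdowns, from 0 to 8 genes lower and from 0 to 12 higher in all 5 knockdowns (0 without Ash1l replicate 1 for both), from 0.388 to 0.541 for the median correlation, and from 16 to 20 gene lists. The shared lower genes kept a negative median in the Fmr1 knockout, from -0.13 to -0.05, past the threshold in all 26 fits, and the shared higher genes ranged from -0.0709 to 0.0377, past the threshold in 1 of the 26. Target changes ranged from -1.16 to -0.84 for Ash1l, from -1.42 to -1.26 for Chd8, from -0.74 to -0.43 for Crebbp, from -1.09 to -1.01 for Ehmt1, from -1.51 to -1.23 for Nsd1 and from -1.14 to -1.01 for Fmr1.

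Named genes kept their sign in every alternative with a value, which leaves out the uninfected control. Against that control, 7 of the 9 genes higher in all 5 knockdowns had the same sign in every knockdown. In fits that left out 1 library, 95 results of named genes lost the threshold and 237 did not. Under the other settings, 7 lost it and 158 did not. DESeq2 gave no adjusted p for Gm12895.

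Depth limits low genes most. Gm15347 and AC124237.1, both higher in all 5 knockdowns and named after their values were seen, had no count in the luciferase libraries, so their fold changes are bounds: between 1.75-fold and 2.52-fold or more for the first and between 3.81-fold and 8.19-fold or more for the second.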

Other observations

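The tests in this part on the set of cortex libraries and on the neuron share were chosen only after the result was seen. So was the comparison between the luciferase and uninfected controls of the genes lower or higher in all 5 knockdowns. The counts of such genes against the uninfected libraries were set beforehand, and those for at least 3 knockdowns were added after seeing the data.

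Other splits of the libraries were run for each count of genes. For each of the 5 knockdowns, 1 of the 10 splits of 6 libraries, the real one, gave as many genes; the largest count in any other split was 3, for Chd8. A share under 0.05 cannot be reached with 10 splits. For infection, all 10 splits gave as many as the real one, which gave 0. The mean of the 5 knockdowns and the differences among them were each matched by 1 of 40 regroupings, the real one, with at most 4 and 366 genes in the others. For genes lower and genes higher in all 5 knockdowns it was 1 of 30 each. For gene lists past the threshold it was 8 of 30. The regroupings for the mean, the shared genes and the lists mixed libraries of knockdowns that differed at 12496 genes. Mixed groups have a wide spread, so few genes could be called in them, while knockdown differences could still move the lists. These shares therefore do not say what chance or the shared luciferase libraries would give. In the cortex, 2 of the 35 splits gave as many genes, and the shared lower and shared higher genes gave a camera p as small in 6 and 22 of the 35.

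The split that outdid genotype in the cortex separates wild type 1 and 2 and knockout 1 and 3 from the rest, and with genotype in the fit 2889 genes differed between these 2 sets. A batch, dissection or litter could underlie them, and the labels give none. Several choroid plexus genes, given below, also differed between the sets. The sets are balanced over genotype, and adding the set as a term raised the genotype calls to 2754. Among the 18 splits that keep the sets balanced, the genotype split gave the most, and the next gave 35. The main axis within groups as a term gave 1993. The shared lower genes had a camera p of 7.68e-05 with the axis and of 1.5e-05 with the sets. Both terms are centred within each genotype and cannot take up a difference between genotypes, so these fits by themselves exclude nothing. Comparisons inside each set, where a difference between the sets cannot act, argue against the sets as the source: they called 1600 and 2488 genes, and the shared lower genes had medians of -0.09 and -0.08 (camera p at most 0.000825). For the axis no such comparison was made. With the set as a term, 4 of the 18 balanced splits gave a camera p as small, so chance variation between libraries stays open. Gene length is not the whole source of the shift: the median of -0.10 lay at percentile 0 of 10000 lists matched on expression and length. Those lists had a median of -0.05 themselves, and longer genes tended to be lower in the knockout (rho -0.116), so length or expression may account for part of the shift.

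Ttr, a transcript abundant in choroid plexus, ranged from 1.1 to 139 CPM in the cortex libraries, a 126-fold range. Of 11 other choroid plexus genes from a list written before the test, 9 had the same 2 highest libraries as Ttr, wild type 1 and 2, where chance gives about 1 in 28 for each gene. Levels of most were low: Kl reached 8.13 CPM and Clic6 7.84 CPM. Enpp2 had at least 185 CPM in every cortex library, so it does not mark choroid plexus here. Choroid plexus tissue in those samples may explain the Ttr range. None of the 12 genes was among the genotype calls.

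Gm21541, absent in wild type, lies in a stretch of chromosome 4 where genotype calls cluster. Within 1 Mb of it, 14 of 58 tested genes were called, 13 of them higher in the knockout, which is 24.1% against 1.67% elsewhere (Fisher's exact test, one-sided p 8.5e-13). Of 1287 windows of 2 Mb, only that from 42 to 44 Mb on chromosome 4 passed an adjusted threshold. A strain difference in this region between the wild-type and knockout mice, independent of Fmr1, is a candidate explanation. Reads shared between similar genes of this region were not tested. Around Fmr1 itself no such excess was found, with 4 of 114 tested genes within 10 Mb called (one-sided p 0.135), which argues against a passenger region there as the source of many calls.

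The correlation between knockdowns fell from 0.435 to 0.0882 when the pairs shared no control, which is what the shared luciferase libraries would give. Of the genes higher in all 5 knockdowns, 0 of 9 were called in all 5 against both controls, and of the lower genes 2 of 6. The larger sets kept more of their calls, with 254 of 351 lower genes and 58.4% of 173 higher genes of at least 3 knockdowns called against both. Both controls were compared with the same knockdown libraries, and this overlap has no simulated counterpart. Luciferase stood above the uninfected libraries for 290 of the 351 lower genes and below them for 139 of the 173 higher genes. A low value of the luciferase libraries themselves, by chance or through the luciferase hairpin, may therefore explain much of the set of 9 higher genes. Against the uninfected libraries all 6 lower genes and 7 of the 9 higher genes had the same sign in every knockdown, so a shared effect stays open for both sets.

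Genes of dividing and oligodendrocyte-lineage cells rose after some knockdowns. A lower share of neurons would raise the markers of every other cell type alike. After Crebbp knockdown the oligodendrocyte-lineage median stood 1.22 above the astrocyte median on the log2 scale, and after Ehmt1 knockdown 0.71 above it. A permutation of genes between the lists gave p 0.00062 for Crebbp and 7e-05 for Ehmt1. Genes are not independent replicates, so these p-values do not measure variation between cultures. The astrocyte medians themselves did not rise (-0.20 after Crebbp and -0.22 after Ehmt1 knockdown), which argues against that explanation. After Nsd1 knockdown Mki67 and Top2a rose while the astrocyte list fell to a median of -0.44 and the oligodendrocyte-lineage median was -0.02, which argues against it too. More oligodendrocyte precursors or dividing cells in these cultures, or a change of expression within cells, may underlie the rise; bulk libraries do not separate them.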
